A study of Mus musculus with 6 samples. Its data were reported in "Splicing factor SRSF1 is essential for homing of precursor spermatogonial stem cells in mice" (2024).

How the data were processed

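Whole testes of mice at 5 days postpartum (dpp) were profiled by RNA sequencing of polyadenylated RNA. The 6 samples were 3 control (Ctrl) testes and 3 conditional knockout (cKO) testes, in which a Cre recombinase driven by the germ-cell gene *Vasa* (*Ddx4*) removed part of *Srsf1*. Group and replicate number were taken from the sample titles.

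According to the study's methods, the authors sequenced the libraries as paired-end reads on an Illumina NovaSeq, aligned them to the mouse genome with HISAT2, counted reads per gene with featureCounts and tested counts with DESeq2. The authors deposited 1 table of FPKM values (fragments scaled to gene length and library size) for 54532 genes, with the length, type and GRCm38 coordinates of each gene. The deposited gene length, in bases, is the length by which the authors scaled FPKM. The annotation release was not stated. Of the gene identifiers, 54409 were found in GENCODE mouse release 21, and 53499 had the same chromosome, start and end there.

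The deposited FPKM were checked for traces of whole reads. In all 6 columns, 100% of the products of FPKM and gene length were whole multiples of a single step per sample, within 0.01 of a whole number, so the reads per gene could be recovered. The recovered reads summed to between 15448191 in cKO 1 and 18964743 in Ctrl 2. The scaling between libraries in the deposited FPKM matched factors from the median-of-ratios method on the recovered reads to within 2.61e-06, so the values carried that scaling before any step taken here. A gene of 1 kb with 3 reads would be listed at 0.158 FPKM in the deepest library and at 0.194 FPKM in the library with the highest value of this floor. These floors cover counting error only, since reads without molecular identifiers are not independent molecules.

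Tests were run with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) for the 16206 genes with a mean of at least 0.5 FPKM over the 6 samples. A linear model with the 2 groups and no covariate was fitted to each gene, with empirical Bayes moderation and a mean-variance trend. P-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. A log2 fold change on the log2(FPKM + 1) scale understates the change of genes with low values. Because the deposited unit is FPKM, the planned test was run on log2 values, and limma voom on the recovered reads was an alternative.

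Gene lists were tested with limma's camera, which compares a list with all other tested genes, at an inter-gene correlation of 0.01. The 7 camera p-values were adjusted together, a step that had not been fixed beforehand. The lists were 7 spermatogonia-associated genes, 10 genes bound by SRSF1 and 6 genes of SRSF1 partner proteins, all named by the study, and marker lists for germ cells (20 genes), Sertoli cells (15), Leydig cells (10) and the cell cycle (20). A list's genes under the filter were left out. Means of a list in each sample were compared by exact permutation, for which 3 against 3 samples cannot give a two-sided p below 0.1.

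The genes named below were those of the study's 3 lists with *Srsf1* and *Tial1*. Beyond these, the 5 genes with the most negative and the 5 with the most positive change among those past the threshold, at a mean of at least 1 FPKM and with no overlap between groups, were to be named, and 0 genes met this rule. Every other gene is said to have been chosen after its values were seen, and some such genes are not reported here.

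The tests were tried on simulated reads for the 16206 genes, drawn from the real means and library sizes with the median dispersion at each expression level, and with 200 genes changed by 2 on the log2 scale in either direction. Genes at the same expression level thus had the same dispersion, and no variation shared by the genes of a sample was added. The real data are less simple, so the rates below may not hold for them. Limma on log2 values recovered 89.5% of the 200 changed genes, and 10.9% of its 201 calls were false, above the 5% aimed at. Of the 22 false calls, 21 were genes that do not code for protein. For the 13204 protein-coding genes alone, 97.6% of the 166 changed genes were recovered and 4.71% of 170 calls were false. Limma voom on the simulated reads of the 16206 genes recovered 96.5%, with 2.53% of 198 calls false. Camera gave a p-value of 7.26e-63 for a list of 20 changed genes and 0.633 for a list of 20 unchanged genes in the same simulation. Because the simulated genes shared no variation, this trial cannot check whether the fixed inter-gene correlation used by camera suits the real data.

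Alternatives fixed before the data were examined were a pseudocount of 0.1, a mean of at least 1 FPKM, no filter, median-of-ratios scaling, TPM, quantile normalization, no mean-variance trend, the replicate number as a block, protein-coding genes only, limma voom on recovered reads, a minimum absolute log2 fold change of 1, camera with an estimated inter-gene correlation, and leaving out each replicate in turn. Undoing the scaling between libraries and weighting the samples were added after the data were seen, the latter because Ctrl 2 had high germ-cell marker values. The estimated correlation had been planned for 6 of the 7 lists, and was extended to the spermatogonia-associated list after the data were seen. The pairing for the block comes from the numbers 1 to 3 in the sample titles. Sequence shared between genes was counted as stretches of 50 bases in GENCODE transcripts, with Python 3.11.15. Splicing, protein binding and immunostaining data of the study were not analysed here.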

Results

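The data comprised FPKM values of 54532 genes in 6 testis samples from 5 dpp mice, 3 Ctrl and 3 cKO. SRSF1 is a serine/arginine-rich protein that binds RNA and takes part in pre-mRNA splicing. The comparison of cKO with Ctrl testes asked which transcripts change in level when *Srsf1* is deleted in germ cells. Because whole testes were sequenced, each value sums RNA from germ cells, Sertoli cells, Leydig cells and other cells. The recovered depth was 16065956, 18964743 and 16501374 reads in Ctrl 1, 2 and 3, and 15448191, 16575925 and 15759049 reads in cKO 1, 2 and 3. Between 24918 and 25793 genes were above 0 in each sample. Log2(FPKM + 1) values of replicates correlated across genes with Pearson coefficients between 0.970 and 0.981. Samples of different groups correlated with coefficients between 0.955 and 0.977, so the ranges overlapped. Reads of replicates differed by far more than sampling noise, with a chi-square per degree of freedom of at least 9.39 for every replicate pair. That excess cannot tell separate animals from separate libraries of 1 animal. Each sample was counted as a separate replicate, as the study describes 3 biological replicates per condition. The first principal component carried 39.4% of the variance, and its scores were 14.8, 37.2 and 7.28 in the Ctrl samples against −22.9, −15.7 and −20.7 in the cKO samples.

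*Srsf1*, the deleted gene, was examined first as a check of the sample labels. *Srsf1* (ENSMUSG00000018379) lies on chromosome 11 from 88047373 to 88053755 on the + strand of GRCm38. In the annotated transcript that spans the whole gene, exon 2 spans 88048490 to 88048674, exon 3 spans 88049043 to 88049215 and exon 4 spans 88049412 to 88053755. Exons 2 and 3 are coding throughout, whereas 192 of the 4344 bases of exon 4 are coding and the rest is 3′ UTR. *Srsf1* was at 82.1, 89.1 and 88.4 FPKM in Ctrl 1, 2 and 3 and at 45.1, 46.3 and 51.6 FPKM in cKO 1, 2 and 3. The mean was 86.6 ± 3.85 FPKM (SD, n = 3) in Ctrl testes and 47.7 ± 3.48 FPKM (SD, n = 3) in cKO testes, or 55.1% of Ctrl. Every cKO sample was below every Ctrl sample, and the difference was larger than the spread between replicates. The log2 fold change was −0.85 (SE 0.087), with an adjusted p-value of 0.058 in limma, just above the threshold. With protein-coding genes alone in the same test the adjusted p-value was 0.016, the lowest over the alternatives, which ranged up to 0.225. Between 4051 and 9687 reads per sample lay behind these values.

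**Figure D1:**
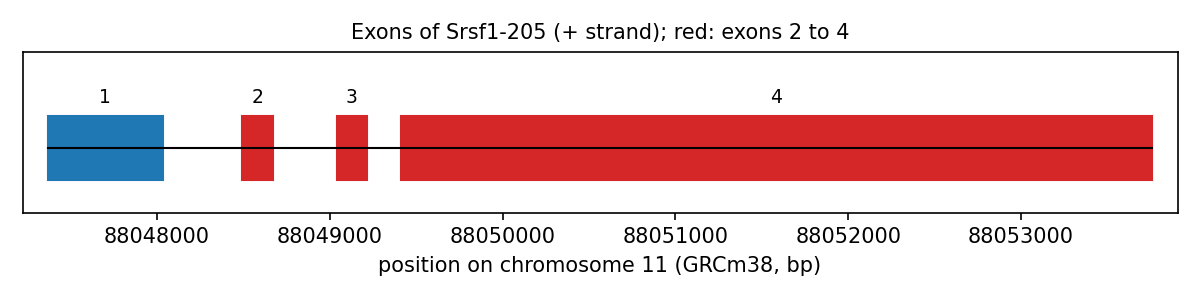
Map of the *Srsf1* transcript that spans the whole gene on chromosome 11 of GRCm38, with position in bp on the x axis and exons as boxes. Exon 1 (blue, 660 bp) lies upstream of exons 2, 3 and 4 (red, 185, 173 and 4344 bp).

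*Tial1* (ENSMUSG00000030846, chromosome 7, 128439777 to 128461717, − strand) is a gene whose splicing the study followed, and its overall level was compared as well. *Tial1* was at 17.4 ± 0.674 FPKM (SD, n = 3) in Ctrl testes and 18.5 ± 0.743 FPKM (SD, n = 3) in cKO testes. The groups overlapped, and the log2 fold change of 0.08 (SE 0.077) was not past the threshold in limma (adjusted p-value 0.621).

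**Figure D2:**
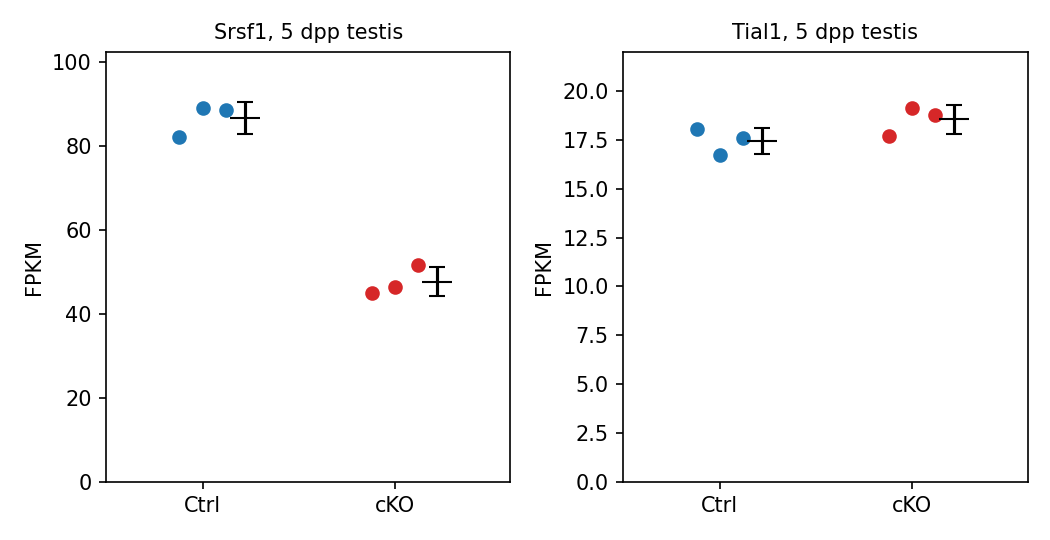
FPKM of *Srsf1* and *Tial1* (y axes, from 0) in each Ctrl (blue) and cKO (red) testis sample, with the mean and SD of 3 samples beside the points. *Srsf1* sits at 82.1 to 89.1 FPKM in Ctrl and 45.1 to 51.6 FPKM in cKO, whereas the *Tial1* values of the groups overlap.

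The number of changed genes was then counted among the 16206 tested genes. In limma, 0 genes were lower and 0 genes were higher in cKO testes at an adjusted p-value of 0.05 or less. The smallest adjusted p-value was 0.058, shared by 10 genes. At an unadjusted p-value under 0.05, 1508 genes were lower and 1069 genes were higher, where 810 genes in all would pass by chance. Without overlap between the groups, 2071 genes were lower and 1677 genes were higher in cKO testes, together 23.1% of the tested genes against 10% given by chance. The alternative that moved the counts most was the restriction to 13204 protein-coding genes, in which 176 genes were lower and 37 genes were higher. Limma voom on the recovered reads of all 16206 genes called 61 lower and 22 higher genes.

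Of the 10 genes at the smallest adjusted p-value, 4 protein-coding genes other than *Srsf1* are given here and were chosen after their values were seen. *Ccl17* rose from 6.78 ± 1.89 to 41.6 ± 13.02 FPKM, and *Asic4* rose from 3.29 ± 0.620 to 8.61 ± 0.306 FPKM (SD, n = 3 per group). *Sumo2* fell from 97.7 ± 6.24 to 43.0 ± 6.77 FPKM, and *Hist1h1a* fell from 2.38 ± 0.492 to 0.170 ± 0.175 FPKM (SD, n = 3 per group). The cKO values of *Hist1h1a*, a gene of 741 bases, were 0, 0.162 and 0.349 FPKM, near the floor of 3 reads. Its adjusted p-value in limma voom was 0.0535, above the threshold. The value of *Sumo2* is uncertain because 13.1% of its 50-base stretches also occur in the pseudogene *Gm10241*.

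Next, the spermatogonia-associated genes named by the study were compared. These were *Gfra1*, *Pou5f1*, *Zbtb16* (also called *Plzf*), *Nanos3*, *Dnd1*, *Stra8* and *Taf4b*. All 7 genes were lower in every cKO sample than in every Ctrl sample, a separation that chance gives in either direction for 10% of genes. Their log2 fold changes ranged from −2.98 for *Stra8* to −0.72 for *Gfra1*, with a median of −1.43. The camera test of the list gave an adjusted p-value of 8.41e-09 in limma. With the inter-gene correlation estimated from the data, an alternative added for this list after the data were seen, the adjusted p-value of camera in limma was 0.281, above the threshold. This was the alternative that moved the list tests most. Gene by gene, 0 of the 7 passed the threshold when adjusted over all 16206 genes, where adjusted p-values ran from 0.066 to 0.166, and 7 passed when adjusted over the list alone. With protein-coding genes alone in the same test, 5 of the 7 passed, all but *Gfra1* and *Taf4b*. The study chose this list on these samples, so neither the camera p-value nor the count over the list alone is a test on independent data.

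*Dnd1* (ENSMUSG00000044595, chromosome 18, 36763671 to 36766214, − strand) had the smallest adjusted p-value of the list in limma, 0.066, and fell from 9.53 ± 3.08 FPKM (SD, n = 3) to 2.47 ± 0.364 FPKM (SD, n = 3). *Stra8* (ENSMUSG00000029848, chromosome 6, 34920163 to 34939344, + strand) was at 10.1, 55.8 and 12.8 FPKM in Ctrl 1, 2 and 3 and at 0.388, 2.82 and 2.33 FPKM in cKO 1, 2 and 3. The Ctrl SD of 25.6 FPKM was close to the Ctrl mean of 26.2 FPKM, and the lowest cKO value rested on 11 reads. *Zbtb16* (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222, − strand) was at 4.72 ± 1.96 FPKM in Ctrl and 0.885 ± 0.451 FPKM in cKO testes (SD, n = 3 per group). *Nanos3* (ENSMUSG00000056155, chromosome 8, 84173731 to 84185217, − strand) was at 7.18 ± 3.34 FPKM in Ctrl and 1.90 ± 0.270 FPKM in cKO testes (SD, n = 3 per group).

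To relate these changes to the germ-cell share of the RNA, 20 germ-cell marker genes were measured in the same samples. The 19 markers above the filter were all lower in cKO testes on average, and 17 of them did not overlap between groups, against 10% given by chance. Their median log2 fold change was −1.52, and camera in limma gave an adjusted p-value of 1.67e-16. With the inter-gene correlation estimated from the data, the adjusted p-value of camera in limma was 0.281. None of the 19 passed the threshold singly over all genes in the planned limma test, and 17 had an unadjusted p-value under 0.05. Under limma voom on the recovered reads, 5 of the 19 passed. The mean log2(FPKM + 1) of the markers was 3.19, 4.20 and 3.18 in Ctrl 1, 2 and 3 and 1.97, 2.44 and 2.003 in cKO 1, 2 and 3, and the exact two-sided permutation p was 0.1, the smallest that 3 against 3 samples allow. On a linear scale, with each marker divided by its Ctrl mean, the markers averaged 31.2% ± 7.24 (SD, n = 3) in cKO testes. The Ctrl samples were at 71.5%, 157.9% and 70.5%, so the spread among Ctrl samples was wide.

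**Figure D3:**
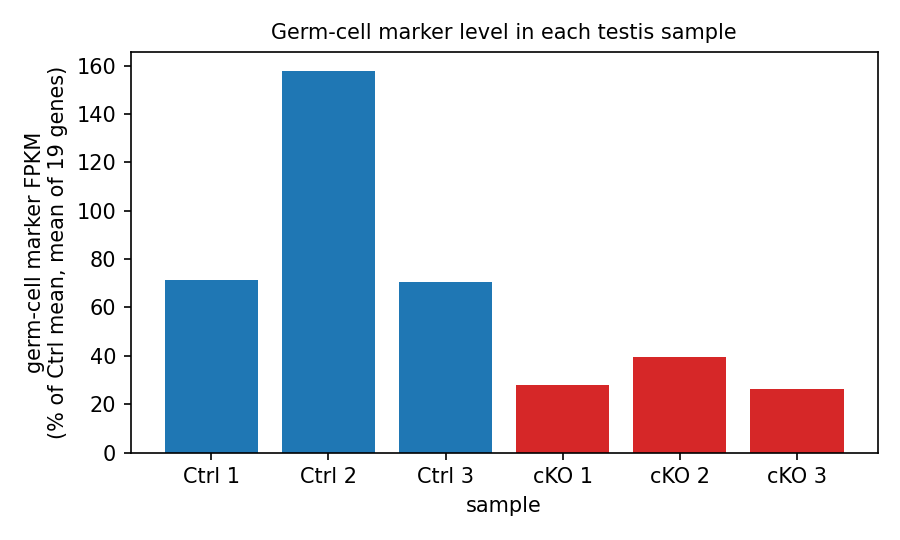
Germ-cell marker FPKM of each sample as a percent of the Ctrl mean, averaged over 19 genes (y axis, from 0), for Ctrl (blue bars) and cKO (red bars). Ctrl 2 stands at 157.9%, Ctrl 1 and 3 at 71.5% and 70.5%, and the cKO samples between 26.1% and 39.5%.

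Among the somatic lists tested with camera, the 15 Sertoli-cell markers had a median log2 fold change of −0.08. They did not stand apart from the other genes (camera adjusted p-value 0.301 in limma), with single genes moving in both directions. *Cldn11* fell by 0.99 and *Amh* rose by 0.77 on the log2 scale, both without overlap between groups, and both were chosen after their values were seen. Their adjusted p-values in limma were 0.113 and 0.276. The 9 Leydig-cell markers above the filter had a median log2 fold change of 0.36 (camera adjusted p-value 0.0055 in limma), with 7 higher and 2 lower. Their list mean overlapped between the groups, with an exact two-sided permutation p of 0.2. The 20 cell-cycle genes had a median log2 fold change of −0.12 (camera adjusted p-value 0.0015 in limma), with 16 lower and 4 higher, and an exact two-sided permutation p of 0.2 for the list mean. With the inter-gene correlation estimated, neither the Leydig-cell nor the cell-cycle list passed the threshold in limma's camera (adjusted p-values 0.281 and 0.431). Peritubular myoid (6 genes), macrophage (11) and erythroid (5) lists were not tested with camera. Their median log2 fold changes were −0.35, 0.065 and 0.69. Their list means overlapped between the groups, with exact two-sided permutation p of 0.3, 0.5 and 0.3.

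Finally, genes tied to SRSF1 by binding were compared. The 10 bound spermatogonia-related genes (*Zbtb16*, *Id4*, *Setdb1*, *Stra8*, *Tial1*, *Bcas2*, *Ddx5*, *Srsf10*, *Uhrf1* and *Bud31*) had a median log2 fold change of −0.19. Camera in limma gave an adjusted p-value of 0.0065 at the fixed correlation and 0.281 at the estimated one. *Stra8*, *Zbtb16* and *Uhrf1* were lower without overlap between groups, against 10% given by chance, and the other 7 overlapped. *Stra8* (−2.98) and *Zbtb16* (−1.57) also belong to the spermatogonia-associated list. The remaining bound genes lay between −0.29 for *Id4* and 0.08 for *Tial1*. *Uhrf1* was at 34.2 ± 1.41 FPKM in Ctrl and 28.1 ± 2.30 FPKM in cKO testes (SD, n = 3 per group). The genes of the 6 partner proteins (*Srsf10*, *Sart1*, *Rbm15*, *Srrm2*, *Sf3b6* and *Sf3a2*) had log2 fold changes between −0.05 for *Sf3b6* and 0.18 for *Sart1*, with a median of 0.10, and the list did not stand apart (camera adjusted p-value 0.293 in limma).

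**Figure D4:**
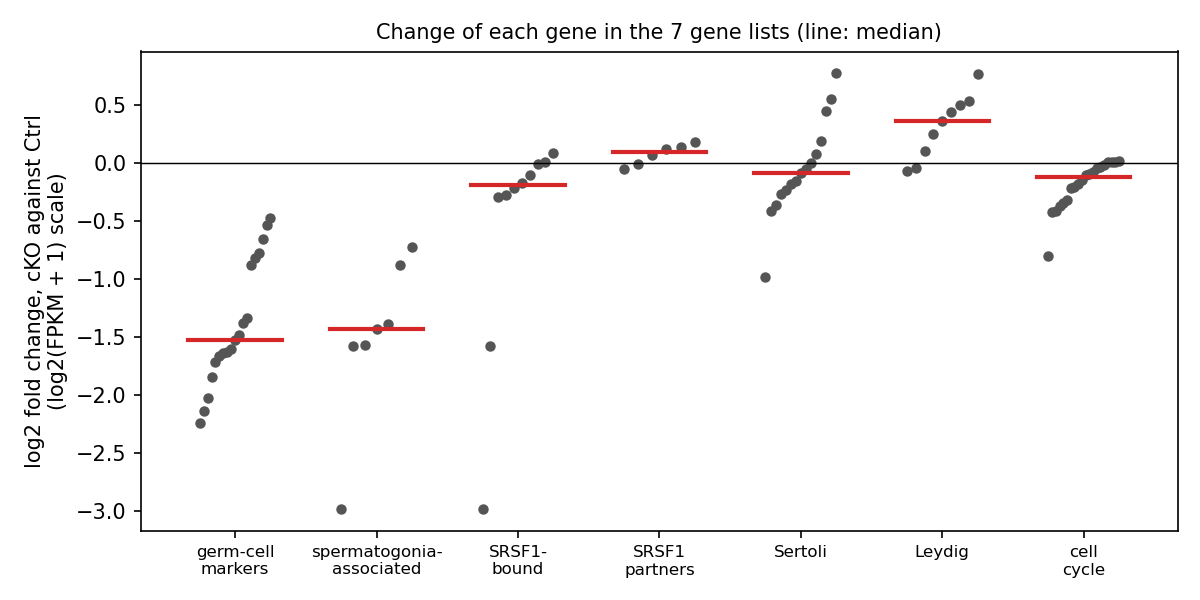
Log2 fold change of cKO against Ctrl on the log2(FPKM + 1) scale (y axis) for each tested gene (points) of 7 gene lists (x axis), with the median of each list as a red line. The germ-cell marker and spermatogonia-associated medians lie at −1.52 and −1.43, and the other medians lie between −0.19 and 0.36.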

Values the study reported

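The study reported 715 downregulated and 258 upregulated genes in cKO testes at 5 dpp, at a padj of 0.05 or less.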

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

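Sample weights, undone scaling and the estimated correlation for the spermatogonia-associated list were chosen only after the result was seen. The counts of changed genes depended on the processing. Against 0 lower and 0 higher genes (1508 and 1069 at an unadjusted p under 0.05), protein-coding genes alone gave 176 and 37, limma voom 61 and 22, and TPM 1 and 4. Without a mean-variance trend 0 were lower and 1 was higher. Leaving out each replicate in turn gave from 0 to 15 lower and from 0 to 3 higher genes, with the highest total without Ctrl 2. Sample weights gave 55 and 13, with the lowest weight, 0.522, on Ctrl 2. Apart from the replicate block, given below, the other alternatives gave 0 and 0. Of these, median-of-ratios scaling could not move the counts, since the deposited FPKM carry it already, and a minimum fold change could only lower them.

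The same genes were in part called by different tests. Of the 61 lower and 22 higher voom calls, 58 and 17 were also called among protein-coding genes alone, 32 and 7 with the block, and 6 and 2 without Ctrl 2. The 3002 tested genes that do not code for protein, 18.5% of those tested, held 21 of the 22 false calls in the simulation, and without them the prior degrees of freedom rose from 3.21 to 4.69. No cause of the other changes was tested.

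With the replicate number as a block (replicate block), 84 genes were lower and 14 higher, and *Srsf1* was at −0.85 with an adjusted p of 0.033. Same-numbered samples, which are different animals, deviated from their group means with correlations of 0.066, 0.016 and 0.088 (mean 0.057), so the numbers carried little shared variation. The block left all 7 gene lists on their side of the threshold.

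The log2 fold change of *Srsf1* kept its direction in all 18 alternatives, from −0.91 to −0.81. Its adjusted p fell under 0.05 in 5 of them: TPM (−0.86, 0.036), the block, protein-coding genes alone (−0.85, 0.016), voom (−0.86, 0.025) and sample weights (−0.88, 0.029). *Tial1* stayed between 0.05 and 0.12, never past the threshold. The spermatogonia-associated list stayed between −1.92 and −1.11 and past the threshold in 18 of 19 alternatives, with adjusted p from 1.08e-10 to 0.281. Of its 7 genes, 5 passed singly among protein-coding genes alone (*Pou5f1*, *Zbtb16*, *Nanos3*, *Dnd1* and *Stra8*), 2 under voom (*Zbtb16* and *Dnd1*), 2 with the block (*Zbtb16* and *Stra8*), and 1 (*Dnd1*) with sample weights and without Ctrl 2, against 0 under the other alternatives and in the planned test, in which 7 had an unadjusted p under 0.05. Since the study chose these genes on the same samples, this shows no stability. Among the genes followed singly, some of which were chosen after their values were seen and are not named, 42 values under alternatives were newly past the threshold and 557 values, gene counts at an unadjusted p included, stayed on their side.

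An inter-gene correlation estimated from the data took all 5 lists that had passed above the threshold at the same medians: spermatogonia-associated genes (−1.43, adjusted p 0.281), germ-cell markers (−1.52, adjusted p 0.281), bound genes (−0.19, 0.281), Leydig-cell markers (0.36, 0.281) and cell-cycle genes (−0.12, 0.431). These were the highest adjusted p of each list over its alternatives, and the lowest were 3.52e-22, 0.0029, 0.00025 and 8.67e-07 for the last 4. Leaving out each replicate moved the Sertoli-cell median from −0.22 to 0.00059, past the threshold without Ctrl 2 (adjusted p from 0.013 to 0.871 over its alternatives) and of the other sign without Ctrl 3. It moved the cell-cycle median from −0.23 to −0.023, and that list was not past the threshold without cKO 2. The cause was not tested.

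Near 0, *Ddx5* (−0.0034) and *Srsf10* (0.0082) changed sign under quantile normalization. Leaving out each replicate gave *Ddx5* −0.018 to 0.031, *Srsf10* −0.094 to 0.059, *Sf3b6* −0.16 to 0.047, *Srrm2* −0.096 to 0.25 and *Sf3a2* −0.021 to 0.23. The median of all genes was at most 0.021 under any scaling.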

Other observations

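The tests of *Srsf1* across Ctrl testes, of a deleted allele, of *Sumo2* with *Gm10241*, of genes near *Srsf1* and of the undifferentiated spermatogonia genes were chosen only after the result was seen, as were the adjustment over 3 list tests, the windows across the genome and the choice of which stem cell factor genes to compare.

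The number of lower genes here was 0, and the number of higher genes was 0, with 1508 and 1069 at an unadjusted p under 0.05. That is lower than the value quoted from the study above, in both directions. The counts closest to it came from protein-coding genes alone, 176 and 37. The study's test on counts was not run here.

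The 6 samples can be split into 3 and 3 in 10 ways, of which 4 part all 3 same-numbered pairs. Among these 4, only the real split, 1 of 4, gave as many genes at an unadjusted p under 0.05 as the 1508 lower genes, and likewise 1 of 4 for the 1069 higher genes. The other 3 gave at most 477 genes in both directions together, against 2577. The remaining 6 splits each part 1 pair and gave at most 1313. At an adjusted p of 0.05 or less, the other 3 splits gave 3, 4 and 2 genes, against 0 (2577 at an unadjusted p under 0.05) in the real split. A median as far from 0 was given by 1 of the 4 splits for the spermatogonia-associated, bound, partner, germ-cell marker and Leydig-cell lists, by 2 for the cell-cycle list and by 3 for the Sertoli-cell list. With 4 splits the share cannot be under 25%, and over all 10 splits it cannot be under 10%, so neither can exclude that the animals differed by chance. Over all 10, a result as large was given by 1 split for both gene counts and for the spermatogonia-associated, bound, germ-cell marker and Leydig-cell lists, by 2 for the partner list, by 4 for the cell-cycle list and by 7 for the Sertoli-cell list.

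The lower genes may reflect fewer germ cells, or less RNA per germ cell, in cKO testes. The study counted VASA-positive cells per tubule at the age profiled here and at later ages. It reported that cKO testes still held germ cells, and named a significant reduction for the later ages only. No significant fall in germ-cell number was thus named at the age at which the markers averaged 31.2% of the Ctrl mean. Those cell counts were not analysed here. With the germ-marker mean of each sample as a covariate, 114 of the 1508 lower genes (7.56%) stayed lower at an unadjusted p under 0.05. Of the 1069 higher genes, 104 (9.73%) stayed higher, so the covariate removed genes of either direction to a like extent. The marker mean itself separates the groups, and this test cannot tell a smaller germ-cell share from a change within germ cells. On the log2(FPKM + 1) scale, the differentiation genes fell by about as much as the germ-cell markers, with a difference of medians of 0.069 (permutation p 0.784, adjusted 0.784 over 3 tests). Under limma voom the difference had the other sign, −0.30, with the differentiation genes falling more, and that difference was not tested. Of 16 tested stem cell factor genes, the 12 compared differed from the markers by 0.825 (permutation p 0.036, adjusted 0.054). The difference over these 12 genes passes 0.05 alone and fails once adjusted, an adjustment made after the unadjusted value was known. Their median was −0.70, against −0.44 for all 16 and −1.52 for the markers. All 16 together thus lay further from the markers, and that larger difference was not tested. The undifferentiated spermatogonia genes fell less, by a difference of 1.03 (permutation p 0.0033, adjusted 0.0099). Genes in a list are not independent, and these permutations treat them so. A uniform loss of germ cells would not give that last difference by itself. RNA from other cell types could contribute to it, since that list differed by 0.341 between the Ctrl testes with the highest and the lowest germ-cell marker level (Ctrl 2 and Ctrl 3), against 1.09 for the germ-cell markers. A change in the make-up of the germ cells remains possible as well.

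Technical sources were tested for the changed genes. Across the 16153 genes outside the germ-cell lists, which are not independent replicates, the log2 fold change had a Spearman rho of −0.020 with gene length. Its rho with transcript GC content, known for 99.9% of them, was 0.156, within the limit of 0.2 used for gene length but not 0. The deposited FPKM already carry median-of-ratios scaling, so applying that scaling could not test the authors' normalization. Undoing the scaling between libraries left 999 of the 1069 higher genes higher, and 1498 of the 1508 lower genes lower, at an unadjusted p under 0.05. The factors undone lie between 0.977 and 1.015, so undoing them could hardly have moved the calls. Factors so close to 1 also cannot give a median log2 fold change of −1.52, that of the germ-cell markers. Under quantile normalization, 1390 genes were lower and 1292 higher at an unadjusted p under 0.05, with the germ-cell marker median at −1.50. These values argue against the authors' scaling as the source of the germ-cell marker decrease. For genes with small changes the question stays open.

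The level of *Srsf1* is a point to look at again. If the loss of germ cells or a deletion in germ cells alone lowered *Srsf1*, its level in Ctrl testes would be expected to follow the germ-cell share. Ctrl 2 had 157.9% and Ctrl 3 had 70.5% of the mean germ-cell marker level, and the slope from the group means, which stands for a loss of germ cells, predicts a difference of 49.4 FPKM in *Srsf1* between them. A deletion in germ cells alone, with the cKO level taken as that of the other cells, predicts 34.0 FPKM. The observed difference was 0.662 FPKM. Between Ctrl 2 and Ctrl 1, at 71.5%, the predicted differences were 48.8 and 33.6 FPKM and the observed difference was 6.97 FPKM, in the predicted direction. These comparisons rest on 3 single samples. They also take the marker level as the germ-cell share. Between Ctrl 2 and Ctrl 3 the germ-cell markers differed by 1.095 on the log2 scale, but the undifferentiated spermatogonia genes by 0.341. If the share differed less than the markers did, the predicted differences would be too large. The other SR family genes did not fall with *Srsf1*, the lowest being at −0.144 on the log2 scale. A candidate explanation is that cKO mice carried a deleted *Srsf1* allele in all cells, since the study describes their genotype as a floxed over a deleted allele. By itself, such an allele would leave between 50% and 55.8% of the reads if the deleted exons 2 to 4 are numbered as in the transcript that spans the gene, and if all bases from exon 2 to exon 4 are deleted, introns included, because 11.6% of the counted bases lie outside that span. The observed level was 55.1%. Loss of the floxed allele in germ cells would lower the level further, so 50% is not a lower bound for these animals. This range was set after the value was seen, the genotype of the Ctrl mice is not in the labels, and other causes would give the same level, so the data cannot tell.

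*Sumo2* and the pseudogene *Gm10241* moved in opposite directions. *Gm10241* rose from 151 ± 25.7 to 312 ± 16.98 FPKM (SD, n = 3 per group), and 100% of its 50-base stretches occur in *Sumo2* transcripts. Reads of *Sumo2* may in part have been assigned to the pseudogene in cKO samples. Reads of both genes together changed by a log2 ratio of −0.376, against −1.20 for *Sumo2* alone. The sum, scaled to library size, was lower in 3 of 3 cKO samples than in every Ctrl sample. Reads moved from *Sumo2* to *Gm10241* thus do not account for the whole change. Reads shared with other genes, or counted for neither gene, were not tested.

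*Sumo2* lies on chromosome 11, as does *Srsf1*, and a strain difference linked to the floxed allele was considered. *Sumo2* starts at 115523102 and *Srsf1* ends at 88053755, so *Sumo2* is not among the genes within 20 Mb. The test of those genes does not address the change of *Sumo2* itself. Of 645 genes within 20 Mb of *Srsf1*, 19.8% had an unadjusted p under 0.05, against 15.7% of the other genes (one-sided Fisher's exact test, p 0.0037, genes not being independent). Among 36 windows of 40 Mb across the genome, 3 had as high a share, 1 of which contains *Srsf1*. Of the 34 windows that share no part with the region around *Srsf1*, 2 (5.88%) had as high a share, each with fewer genes (215 and 217). The test near *Srsf1* alone thus passed, and the windows were added once its p was known. These windows do not settle whether the excess is more than variation between regions, and a linked variant remains possible.

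The extraction text in the labels names the retina as the tissue, whereas every other label says testis. The 14 retina marker genes had a median of 0.0528 FPKM and no value above 0.311, and the 15 Sertoli-cell markers had a median of 59.0 FPKM. The values therefore go against a retina sample in any of the 6 libraries.

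*T* (brachyury), chosen after its values were seen, was a stem cell factor gene that rose, with a log2 fold change of 0.87, and it rose in all 17 alternatives that gave it a value. It was at 0.286 ± 0.114 FPKM in Ctrl and 1.35 ± 0.307 FPKM in cKO testes (SD, n = 3 per group) on 7 to 61 reads per sample, higher in 3 of 3 cKO samples, with an adjusted p-value of 0.101 in limma (0.028 to 0.313 over the alternatives). No biological explanation was tested for this gene.

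The gene *Nanos3* was lower in every cKO sample than in every Ctrl sample. The study listed it among the genes reduced in its RNA-seq data, and found its level unchanged by RT-qPCR. RT-qPCR data were not analysed here.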
